A study of Mus musculus with 2 samples.

How the data were processed

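The data were single-cell RNA-seq counts from the corneal epithelium of CycB1-GFP mice, a reporter line in which green fluorescent protein marks cells that express Cyclin B1 during the cell cycle. Per the labels' protocols, the epithelium was peeled after overnight Dispase digestion, dissociated with trypsin, stained with DAPI and sorted for live GFP-positive cells, and libraries were made with 10x Genomics Chromium 3' v3 chemistry. The labels give 1 group of 2 replicates. The deposited matrix held whole-number UMI counts (unique molecular identifiers, which count captured RNA molecules and not PCR copies) for 31053 genes and 6752 barcodes. It was written by 10x software version 3.1.0, per the file headers. The aligner, genome build, annotation and cell calling are not given in the sources used here, nor is whether depth was equalised when the libraries were aggregated. Barcodes ended in 1 of 2 numbers, which were taken as the 2 libraries. Which number belongs to which labelled replicate is not given, so they are called library 1 and library 2 with no link to the replicate numbers. Only 5 barcode sequences occurred in both. No feature for GFP was among the genes.

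Cells with at least 500 detected genes and under 20% mitochondrial UMIs were kept. Of all barcodes, 475 had fewer genes and 311 had a higher mitochondrial share. Doublets were called in each library with Scrublet (scanpy 1.11.5, expected rate 3%). Scrublet marked 24 of 6188 cells (0.388%), too few for the caller to be taken as having worked, so doublets must be assumed to remain. The 24 cells were removed as planned, which left 6164 cells. Keeping them was tried too, and removing the 3% of cells with the highest doublet score was added after the data were seen.

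Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, 30 principal components, 20 neighbours and Leiden resolution 0.6 (leidenalg 0.10.2) gave 12 clusters. S and G2/M scores (43 and 54 genes) were regressed out. The cell cycle lists, Ccnb1, Mki67, Top2a and a list of 20 candidate fate genes were kept out of the clustering genes. The resolution, cell filters, gene lists, cell type markers, tests and the rule for naming genes were fixed before the data were examined. The number of variable genes, components and neighbours was set afterwards, before any clustering, and 1 setting was run.

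Clusters were named from the fixed markers, but the naming rule was written after the clusters and their Sox9 levels had been seen, in 2 versions. The first version named no corneal-basal-like cluster, because in cluster 1 the means over the keratocyte and the corneal basal markers were too close. The keratocyte mean rested on Aldh1a1 (1.15 above the other cells on the log2 scale), while Kera, Col1a1, Col1a2 and Col3a1 were not detected there. In the version used, a competing class needed at least 3 markers detected at 20 CPM (a gene's UMIs relative to all UMIs, on the usual scale) and above the other cells, a lead of under 0.3 on the log2 scale between candidate classes left a cluster unnamed, and clusters led by mitochondrial or ribosomal RNA genes stayed unnamed. So did clusters with a limbal or conjunctival name whose Krt12 lay above its level in the other cells. In both versions a cluster also stayed unnamed when its 10 leading genes held more markers of another class than of its own. In the version used, this left out clusters 2 and 11, and cluster 2 held 30.1% of library 1 and 0.335% of library 2, so the corneal-basal-like shares depend on it. For cluster 2 the only marker among the leading genes was Atf3, listed as limbal and also among the immediate early genes tested below. Its Krt12 and Krt15 stood at 16231 and 341 CPM, against 16866 and 342 CPM in cluster 1. Cluster 1 passed this check on a tie, with Aldh3a1 against the keratocyte marker Aldh1a1. The version used supplied the corneal class of the main comparison. Clusters left unnamed held 74.2% of library 1 and 23.2% of library 2. An alternative that does not use the corneal names, pooling the clusters with more Krt12 than Krt15 apart from the immune-like cluster, which also meets this criterion, is therefore given beside the main value.

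UMI counts were summed per library and class, and tested with edgeR 4.0.16 (quasi-likelihood test, robust, TMM, filterByExpr) in R 4.3.3, with library as a block because the sums of 1 library come from 1 sample. Classes with at least 50 cells in each library entered the fit. For cells with and without a Sox9 UMI, limbal-like and corneal-basal-like cells were pooled, and cells without Sox9 were drawn at 1 ratio per library across the deciles of total UMIs of the cells with Sox9, as many as the scarcest decile allowed. That fit has 4 sums and 1 residual degree of freedom, and the class fit has 6 sums and 2. The SE given is the absolute log2 fold change divided by the square root of the test's F value. With so few degrees of freedom, the spread behind SEs and p-values is largely pooled over genes. Adjusted p-values are Benjamini-Hochberg values with a threshold of 0.05. DESeq2 1.42.0 was an alternative. Genes of the Sox9 comparison were named by rule: the 5 largest log2 fold changes per direction past the threshold, with the same sign in both libraries and a mean of at least 20 CPM. Of the fate list, members past the threshold are named and the rest counted. In the class comparison only the fate list, kept out of the clustering, is reported. Genes named by rule in the Sox9 comparison may have shaped the clusters, and those that lead one are marked.

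The fits were tested on simulated data in which 200 genes changed by 1 on the log2 scale. The class fit recovered 133 of 200 (66.5%) among 10231 genes, with 9 false calls. The Sox9 fit recovered 171 of 200 (85.5%) among 9987 genes, with 10 false calls. The simulation gave every gene the same spread and no difference between the libraries. These counts hold for that setting and do not give the error rate in the real data.

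Shares of cells with a UMI and cell cycle phases were compared after each cell was thinned to 1900 UMIs, the 10th percentile of kept cells. This left out 303 cells of library 1 and 313 of library 2. Shares carry exact Clopper-Pearson 95% intervals, and these, like limits set at 3 counts, cover counting error only. Gene positions are from GENCODE M21 (GRCm38) by gene ID, with 30934 of 31053 IDs matched. The authors' own build is not given. Alternatives covered the count test, filter, block, clustering, doublets, depth and matching of cells.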

Results

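Single-cell transcriptomes were collected from GFP-positive corneal epithelial cells of CycB1-GFP mice, in 1 group of 2 libraries. Library 1 held 3458 barcodes with 19001107 UMIs, and library 2 held 3294 barcodes with 18030874 UMIs. After filtering, 3178 and 2986 cells were kept, with a median of 5567 and 5870 UMIs per cell. The series addresses the regulation of stem cell fate in the ocular epithelium, with Sox9 named as a marker of limbal stem cells. The limbus is the border zone between cornea and conjunctiva.

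The first question was which cells the sort had collected. Leiden clustering gave 12 clusters, of which 5 were named. Limbal-like cells (clusters 3 and 9) made up 12.6% of library 1 (95% interval 11.4 to 13.8%) and 17.0% of library 2 (15.6 to 18.4%). Cluster 9 came almost wholly from library 1, with 132 of its 133 cells, and was led by Igfbp3, Msn and the stress-associated genes S100a8 and S100a9. Corneal-basal-like cells (cluster 1) made up 9.91% of library 1 (8.89 to 11.004%) and 45.8% of library 2 (44.0 to 47.7%). Conjunctival-like cells (cluster 6) made up 3.18% (2.60 to 3.85%) and 13.4% (12.2 to 14.7%). Immune-like cells (cluster 12) numbered 5 and 17. The differences between the libraries exceeded counting error but have no replicate error of their own, since each library is 1 sample. They also depended on the clustering, as at resolution 1.0 the corneal-basal-like class made up 26.6% of library 1 and 23.98% of library 2. The conjunctival-like share of library 1 was 12.5% with the fate list among the clustering genes. At resolution 0.3 no cluster was named limbal-like. Among settings that named this class, its mean share moved most without regression of the cell cycle scores, to 27.0% against 14.8%.

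**Figure D1:**
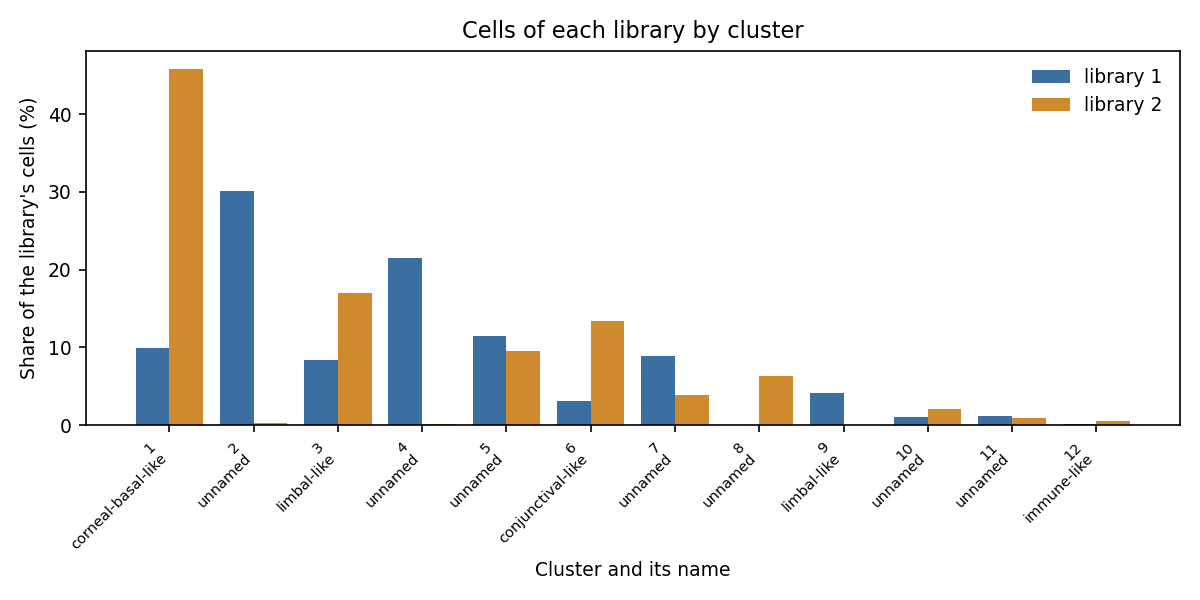
Share of each library's kept cells (vertical axis, %) in each of the 12 clusters (horizontal axis), with 1 bar per library and no error bars. Cluster 2 held 30.1% of library 1 and 0.335% of library 2, whereas cluster 1 held 9.91% and 45.8%.

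Most corneal cells of library 1 lay in clusters that stayed unnamed. Cluster 2 (956 cells of library 1 and 10 of library 2) was led by Fos, Fosb and Atf3, and cluster 4 (684 and 5 cells) by Krt16, S100a9 and Akr1b8. Cluster 8 (0 and 188 cells) was led by Ifit3, Rsad2 and Chac1. Clusters with more Krt12 than Krt15, apart from the immune-like cluster, held 75.2% of library 1 and 65.1% of library 2. Cluster 5 (365 and 284 cells) had a median of 1467 UMIs and was led by Gm42418, Lars2 and Gm26917. Cluster 7 (283 and 117 cells) had limbal and conjunctival markers higher alike. Clusters 10 and 11 held 94 and 64 cells.

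The second question was the cell cycle state of the sorted cells. At 1900 UMIs per cell, 53.4% of library 1 (51.5 to 55.2%) and 53.2% of library 2 (51.3 to 55.1%) were called G2/M, and 32.9% and 31.6% were called S. The G1 share was 13.7% (12.4 to 14.98%) and 15.2% (13.8 to 16.6%). Phase calls compare scores within the sorted cells and carry no unsorted reference. Ccnb1, the gene of the reporter, lies on chromosome 13 at 100778650 to 100786570 on the minus strand (GENCODE M21, GRCm38). A Ccnb1 UMI was found in 24.6% (23.1 to 26.2%) and 23.3% (21.7 to 24.9%) of cells at this depth, and in 47.5% and 45.9% without thinning. Mki67 was detected in 66.7% and 70.6%, and Top2a in 75.0% and 75.9%, of the thinned cells. These shares moved with depth, and without thinning the mean G2/M share was 57.6% against 53.3%.

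The third question was how Sox9 was distributed. Sox9 (ENSMUSG00000000567) lies on chromosome 11 at 112782224 to 112787760 on the plus strand. At 1900 UMIs per cell, a Sox9 UMI was found in 39.0% of limbal-like cells of library 1 (34.1 to 44.1%) and 24.8% of library 2 (20.9 to 29.0%). In corneal-basal-like cells the shares were 16.2% (12.3 to 20.8%) and 12.9% (11.2 to 14.8%). Conjunctival-like cells had 38.3% (28.5 to 48.9%) and 21.1% (17.1 to 25.6%), which overlapped the limbal-like intervals, and unnamed cells 17.9% and 15.3%. Without thinning, limbal-like cells had 62.2% and 49.7%, and corneal-basal-like cells 31.1% and 37.5%. As a background, 0 of 22 immune-like cells had a Sox9 UMI without thinning, which allows a share of up to 13.6% of cells. Their median depth was 1872 UMIs, against 4946 and 4833 in limbal-like cells, so this background is weakly determined.

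**Figure D2:**
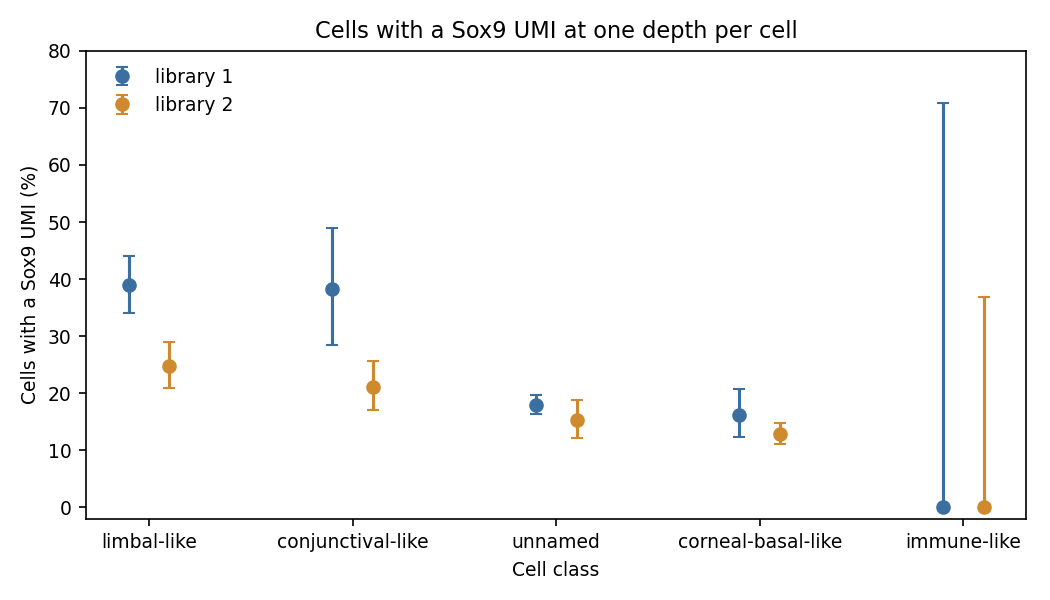
Share of cells with a Sox9 UMI (vertical axis, %) by class and library after thinning to 1900 UMIs per cell, where points are shares and bars are exact 95% intervals. Limbal-like cells lay at 39.0% and 24.8% and corneal-basal-like cells at 16.2% and 12.9%, and the immune-like bars are wide because few cells were left.

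Across all 12 clusters, Sox9 stood at 234 CPM in cluster 3, 164 in cluster 7, 161 in cluster 6, 138 in cluster 9, 134 in cluster 5, 110 in cluster 2, 81.8 in cluster 4, 75.8 in cluster 1, 74.8 in cluster 8, 69.8 in cluster 11, 55.6 in cluster 10 and 0 in cluster 12. These values pool the libraries, whose overall Sox9 differed, at 129 CPM in library 1 and 97.3 CPM in library 2. The libraries also filled the clusters unequally, so the order may partly reflect their mix. Per library and class, normalised Sox9 was 277 and 164 CPM in limbal-like cells and 77.6 and 76.2 CPM in corneal-basal-like cells. The log2 fold change was 1.41 (SE 0.21, edgeR quasi-likelihood test, adjusted p 0.000108), higher in limbal-like cells in 2 of 2 libraries, at 1.82 in library 1 and 1.11 in library 2. Sox9 in conjunctival-like cells was 295 and 133 CPM. The call depended on the block: without it the log2 fold change was 1.52 and the edgeR adjusted p was 0.117. With the clusters with more Krt12 than Krt15, apart from the immune-like cluster, pooled as the corneal class, an alternative chosen after seeing the data, it was 1.30 (edgeR adjusted p 2.33e-06).

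Of the 20 genes of the fate list, 18 were tested and 9 passed the threshold over all genes tested, or 10 when adjusted over the list alone. Apart from Sox9, Axin2 (log2 fold change 2.63, SE 0.50, edgeR adjusted p 0.000204), Cebpd (2.16, SE 0.22, adjusted p 2.8e-08), Id1 (1.85, SE 0.18, adjusted p 1.04e-07), Id3 (1.47, SE 0.16, adjusted p 6.01e-08) and Klf5 (1.08, SE 0.15, adjusted p 3.33e-06) were higher in limbal-like cells. Klf4 (-2.16, SE 0.34, adjusted p 0.0100), Abcg2 (-1.48, SE 0.33, adjusted p 0.00145) and Lrig1 (-1.20, SE 0.23, adjusted p 0.00021) were lower. Each of the 9 genes had the same sign in both libraries. The contrast need not be particular to limbal-like cells. In conjunctival-like cells Id1 stood at 589 and 341 CPM, against 459 and 302 CPM in limbal-like cells. Klf5 stood at 476 and 375 against 343 and 299 CPM, and Cebpd at 93.5 and 97.2 against 83.3 and 93.3 CPM. Abcg2 and Lrig1 were lower in conjunctival-like than in limbal-like cells. Axin2, Id3 and Klf4 lay between the limbal-like and corneal-basal-like levels. These conjunctival-like levels were not tested. Axin2 rested on few molecules: in library 1 it had 14 UMIs in limbal-like and 1 in corneal-basal-like cells, a ratio of 11.2 with a counting interval of 1.71 to 474. The other 9 tested genes had log2 fold changes between -0.59 and 0.50, with adjusted p of 0.0975 or more. Abcb5 and Lgr6 were not tested because of low counts. With the pooled Krt12 class, 14 genes passed.

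The last comparison asked which genes differ between cells with and without a Sox9 UMI. It covered 346 and 765 cells with Sox9, and 196 and 410 cells without it matched on total UMIs (medians 5127 against 5117, and 6513 against 6511). With Sox9 left out, edgeR called 181 genes higher and 97 lower among 9986. With cells matched on cluster as well, 18 were higher and 17 lower, and within corneal-basal-like cells 5 were higher and 0 lower (330 at an unadjusted p under 0.05). DESeq2 called 21 higher and 4 lower, and edgeR without the library block called 0 (228 at an unadjusted p under 0.05).

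By the fixed rule, the genes named as higher were Alox12e (log2 fold change 1.87, SE 0.16, edgeR adjusted p 2.45e-28), Krt19 (1.43, SE 0.23, adjusted p 6.38e-08), Barx2 (1.42, SE 0.13, adjusted p 5.36e-25), Gpx2 (1.41, SE 0.18, adjusted p 1.78e-12) and Igfbp3 (1.41, SE 0.25, adjusted p 5.12e-06). Those named as lower were Ccne1 (-0.88, SE 0.20, adjusted p 0.00084), Sphkap (-0.88, SE 0.21, adjusted p 0.00211), Trpm3 (-0.82, SE 0.18, adjusted p 0.000674), Tmprss11d (-0.77, SE 0.12, adjusted p 1.33e-07) and Cdt1 (-0.76, SE 0.22, adjusted p 0.0225). Each had the same sign in 2 of 2 libraries. These SEs and adjusted p-values rest on a spread largely pooled over genes, and do not measure each gene's own variation between the libraries. Igfbp3 led cluster 9, and Alox12e and Krt19 were among the leading genes of cluster 6. Of these 10, only Krt19 (log2 fold change 0.95, adjusted p 0.00945) and Ccne1 (-0.86, adjusted p 0.00187) stayed past the threshold when cells were also matched on cluster. Log2 fold changes of single libraries differed by over 1.5 times from the joint value for several of them: Krt19 was 2.33 in library 1 and 0.92 in library 2, Gpx2 0.85 in library 1, Ccne1 -0.42 and Cdt1 -0.38 in library 1, and Trpm3 -1.62 and Tmprss11d -1.26 in library 1.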

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

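Alternatives chosen only after the data were seen were the pooled Krt12 class, the largest limbal-like cluster alone, removal of the top doublet scores, and the comparison with at most as many cells as the cluster match. The naming rule was also written after the clusters and their Sox9 levels had been seen, and the first version named 0 corneal-basal-like clusters, so the corneal class of the comparison rests on the second version.

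Sox9 was higher in limbal-like cells under each of 10 alternatives, with log2 fold changes from 1.30 to 1.64 and adjusted p from 3.28e-14 to 0.117, and it passed the threshold in 9 of them. Without the replicate block it did not (1.52, adjusted p 0.117). The largest limbal-like cluster alone gave 1.64 with an adjusted p of 0.0398. Single libraries gave 1.11 and 1.82, values with no test. The fate list gave between 7 and 14 calls, with 14 for the pooled Krt12 class as the only count outside 1.5 times. Over the list alone it ranged from 7 to 14. At resolution 0.3 no cluster was limbal-like, and the planned substitute, the cluster with most limbal markers, was itself the largest cluster, so neither test has a value there. Among 96 values of the 8 other called fate genes, 89 were the same, 4 lost significance and 3 moved (leaving out a library). A value counted as the same if it kept its sign and its side of the threshold, whatever its size. With a library left out, it had to lie within the SD of the 2 single-library values, a margin that widens as the libraries disagree. Such tallies therefore do not measure how steady the sizes were. The calls lost were Abcg2 with DESeq2 and at resolution 1.0, and Klf4 without the block and with the largest limbal-like cluster.

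The counts for cells with and without a Sox9 UMI were not stable. Against 181 higher and 97 lower, DESeq2 gave 21 and 4, all negative cells 118 and 35, corneal-basal-like cells only 5 and 0, the match on cluster 18 and 17, no replicate block 0 and 0, thinned cells 55 and 25, and removal of the top doublet scores 52 and 7. Counts within 1.5 times came from the pooled Krt12 class (217 and 119), doublets kept (164 and 105) and no filter (180 and 78). Of the 336 calls with the pooled Krt12 class, 175 were among the 278. The match on cluster draws other cells, but with at most as many cells matched on UMIs alone the counts were 156 and 77, so fewer cells do not account for its loss. The cause was not tested for the other settings. Of the 35 calls under the match on cluster, 22 were among the 278 of the UMI match. Among 120 values of the 10 genes named by rule, 72 were the same by the criteria above, 43 lost significance, 4 moved and 1 reversed. Values counted as the same include Alox12e at 0.74 with thinned cells against 1.87, and Krt19 at 2.33 and 0.92 in the single libraries. Ccne1 changed sign with thinned cells, to 0.055 with an adjusted p of 0.984, against a range of 0.000989 to 1.00 over its alternatives.

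The limbal-like share had a mean of 14.8%, 27.0% without regression and 20.4% with doublets kept. Means hid shifts between libraries: with a mitochondrial limit of 10% the limbal-like shares were 19.0% and 9.36%, and with the 24 doublets kept 21.1% and 19.8%, both the opposite order to 12.6% and 17.0%. The conjunctival-like share of library 1 was 12.5% with the fate list among the clustering genes and 12.4% with the top doublet scores removed, against 3.18%. With the mitochondrial limit of 10% the conjunctival-like shares were 6.36% and 24.6%, against 3.18% and 13.4%. Conjunctival-like cells were not named without regression or at resolution 0.3.

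Depth limited all shares of cells with a UMI. For Sox9, thinning to the 25th percentile and no thinning gave mean shares of 51.1% and 55.9% in limbal-like cells, 24.6% and 34.3% in corneal-basal-like cells, 49.95% and 54.8% in conjunctival-like cells, and 27.6% and 34.3% in unnamed cells. Unnamed cells had 21.3% at resolution 0.3. For the cell cycle the same 2 settings gave 11.1% and 13.2% in G1, 57.4% and 57.6% in G2/M, and 42.0% and 46.7% with a Ccnb1 UMI. The S share was 29.2% without thinning.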

Other observations

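The tests of clock genes, of immediate early genes, of free RNA and of doublets were chosen only after the results were seen, as were the allowance for free Xist RNA and the second reference for depth. The labels name no difference between the libraries, so the sex of the animals and the time of day were read from marker genes alone.

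Cells of the 2 libraries filled different corneal clusters. A different mix of sexes is argued against as the whole cause, since cells without an Xist UMI (at 1900 UMIs) made up 26.1% of cluster 1 and 55.5% of cluster 2, so neither held 1 sex only. The mix did differ between the libraries, with 47.2% of cells without an Xist UMI in library 1 and 32.2% in library 2, and a part played by it stays open. Reclustering did not decide the part played by depth. After thinning, 29.98% of the cells in clusters with more Krt12 than Krt15 lay in clusters with over 90% of their cells from 1 library. No cluster was left out by name here. Without thinning, this share was 42.3% when all kept cells were clustered and 84.1% when only the cells deep enough to thin were, so the measure itself moved with the cells clustered. Thinning also gave 6 clusters against 12 in both other clusterings. Fewer clusters alone can lower this share, so that comparison decides nothing about depth. Cells with more Krt12 than Krt15 (immune-like left out) had medians of 5762.5 UMIs in library 1 and 6303.5 in library 2. Medians were 5799.5 and 7898 UMIs in clusters 2 and 4, against 6357 in cluster 1 and 7038.5 in cluster 8. Late-phase clock genes without Dbp differed by -1.28 (log2 CPM, library 1 to library 2), outside the random range (-0.22 to 0.15). These values argue against depth as the whole cause. Time of day of collection is a candidate explanation. In limbal-like cells, late-phase clock genes minus genes of the opposite phase differed by -2.07 (log2, library 1 to library 2), outside the 95% range of matched random lists (-0.43 to 0.54), and conjunctival-like cells gave -2.84. Without Dbp, which led a cluster, the late list stayed at -1.31 in limbal-like cells. In cells of clusters with more Krt12 than Krt15 the difference was -1.44, but the opposite list (0.14) lay within its random range (-0.25 to 0.16). Response to dissociation stays open. Immediate early genes had a median of 1.25 in limbal-like cells, 1.502 in conjunctival-like cells and 1.005 in cells with more Krt12 than Krt15. Each of these medians lay outside its random range. However, 7 of the 9 genes had been seen to lead clusters. Those 7 led cluster 2, which is not part of the limbal-like or conjunctival-like cells. In these classes, leaving them out may remove signal, so it does not argue against this explanation. The other 2 genes gave 0.22 in limbal-like cells, within the random range (-0.53 to 0.44). Those 2 genes gave 1.02 in conjunctival-like cells, outside their range (-0.39 to 0.61), and -0.04 in cells with more Krt12 than Krt15, within it. Each library is 1 sample, so these values compare those libraries.

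Clusters 2, 4, 8 and 9 had over 95% of their cells from 1 library, and cells of animals of 1 sex were weighed as the cause, with tests written for clusters 4 and 8 only. Cluster 4 was mixed, with 37.3% of cells without an Xist UMI, and the shares in clusters 2 and 9 were 55.5% and 34.1%. Cluster 8, all from library 2, had 92.8%, against 27.8% in the rest of that library, and Y-chromosome genes were seen in 18.9% of its cells against 5.05%. The limit set beforehand was 95%, which it missed. With the free RNA share of the immune-like cells, free RNA alone would give 11.6% of male cells an Xist UMI at this depth, and 7.22% of cluster 8 had one. The immune-like cells had a median of 1872 UMIs, against 7038.5 in cluster 8. A smaller share of free RNA in deeper cells would lower that allowance. Whether the cluster holds cells of male animals only therefore stays open. Why those cells were led by Ifit3 and Rsad2 was not tested, and the number of animals is not in the labels used here.

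Sox9 UMIs in corneal-basal-like cells were compared with free RNA. Immune-like cells had 640 CPM of Krt12, 5.40% of the level over all cells, and Sox9 in corneal-basal-like cells was 11.1 and 14.4 times the level that share would give in the 2 libraries, which argues against free RNA as the whole source. The direct background is weak, since 0 Sox9 UMIs in 48430 allow 61.9 CPM. Doublets with limbal-like or conjunctival-like cells would bring Krt15. If all Krt15 in corneal-basal-like cells came from limbal-like partners, Sox9 would still be 4.50 and 8.45 times the level these partners give in the 2 libraries, and 12.4 and 20.2 times that from conjunctival-like partners. This argues against such doublets as the whole source.

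Genes that differ between cells with and without a Sox9 UMI were weighed against class and chance. Matching on cluster gave 35 calls against 278, and 22 genes were called under both, so a difference in class and cluster may account for most of the 278. Dealing the Sox9 status at random among the matched cells gave at most 29 calls in 50 deals (median 4), so chance alone does not give 278. The deals were not repeated under the match on cluster, where 35 calls are close to that maximum.

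Cluster 11 (64 cells) was called almost wholly G1. At 1900 UMIs per cell, 98.2% of its cells and 13.5% of all others were G1, which argues against low depth as the cause. Without thinning, cluster 10 was also mostly G1 (72.3%) and cluster 8 had 33.0%, so cluster 11 was not alone in this. The source of cluster 11 was not tested.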
